# Identification of stress resilience module by weighted gene co-expression network analysis in *Fkbp5*-deficient mice

**DOI:** 10.1186/s13041-019-0521-9

**Published:** 2019-11-27

**Authors:** Joonhong Kwon, Yeong Jae Kim, Koeul Choi, Sihwan Seol, Hyo Jung Kang

**Keywords:** FKBP5, Chronic stress, Resilience, RNAseq, WGCNA

## Abstract

*FKBP5* encodes the FK506 binding protein 5, a glucocorticoid receptor (GR) binding protein known to play an important role in the physiological stress response. However, results from previous studies examining the association between common variants of *FKBP5* and stress have been inconsistent. To investigate whether the loss of *FKBP5* affects the stress response, we examined the behavior of mice following the induction of chronic restraint stress between homozygous wild-type and *Fkbp5* knock-out mice. After 21 days of exposure to restraint stress, WT mice showed anhedonia, a core symptom of depression, which could be measured by a sucrose preference test. However, *Fkbp5*-deficient mice did not exhibit significant depressive-like behavior compared to the WT after exposure to chronic restraint stress. To investigate the molecular mechanism underlying stress resilience, we performed RNA sequencing analysis. The differentially expressed gene (DEG) analysis showed that chronic stress induced changes in various biological processes involved in cell-cell adhesion and inflammatory response. Weighted gene co-expression network analysis identified 60 characteristic modules that correlated with stress or the *FKBP5* genotype. Among them, M55 showed a gene expression pattern consistent with behavioral changes after stress exposure, and the gene ontology analysis revealed that this was involved in nervous system development, gland morphogenesis, and inflammatory response. These results suggest that *FKBP5* may be a crucial factor for the stress response, and that transcriptomic data can provide insight into stress-related pathophysiology.

## Main text

Depression is one of the most common mental disorders affecting people of all ages, and can arise from a variety of causes, including genetic susceptibility, endocrine dysregulation, and stresses in life [1]. When exposed to acute and temporary stress, while the body can protect itself from stress, chronic stress can disturb the function of the brain system. Chronic accumulation of stress leads to abnormal and excessive cortisol secretion in the hypothalamic-pituitary-adrenal axis, which affects a variety of physical activities, including brain function, leading to mental disorders such as depression or post-traumatic stress disorder (PTSD) [2]. Proper regulation through negative feedback of glucocorticoid receptors (GR) is important for the stress response, and long-term or excessive activation of this system is associated with the development of depression or anxiety disorders [3]. The FK506-binding protein 51 (FKBP5) is a co-chaperone of Hsp90 in the GR molecular complex and is a key modulator of GR sensitivity [4, 5]. Although FKBP5 is an important factor that is responsible for coping behavior as well as neuroendocrine responses [6], results from previous studies investigating the association between *Fkbp5* gene variants and stress remain controversial. In order to investigate whether genetic *FKBP5* variants affect behavior in response to chronic restraint stress exposure, we examined the behavior of mice following the induction of chronic restraint stress in homozygous wild-type (WT) and knock-out (KO) mice. After 21 days of exposure to restraint stress, while WT mice showed anhedonia in the sucrose preference test, *Fkbp5*-deficient mice did not exhibit significant depressive-like behavior compared to the WT (Fig. 1)a and b.

**Fig. 1:**
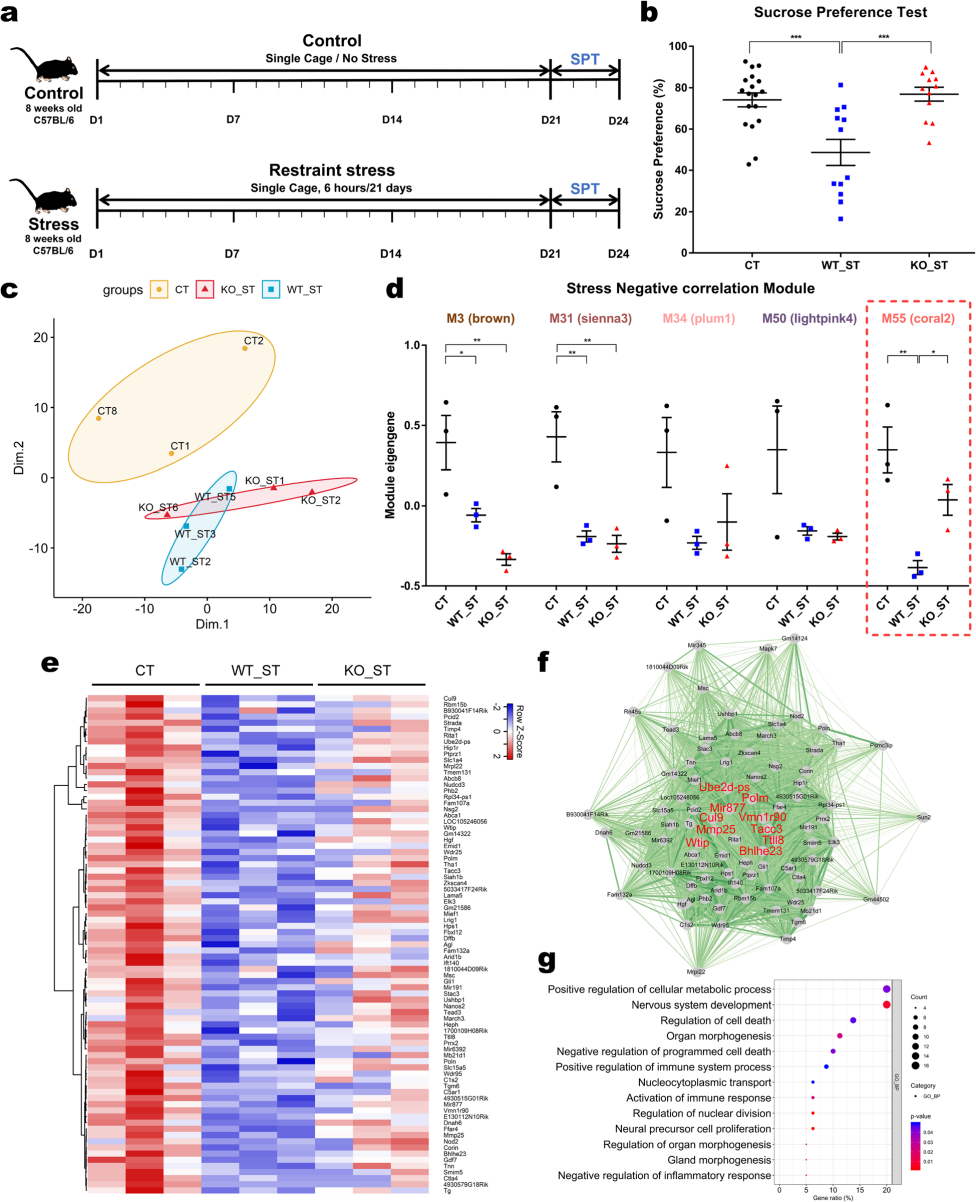
Transcriptome analyses of the mPFC in homozygous wild-type (WT) and *Fkbp5* knock-out (KO) mice following chronic stress. **a** Schematic timeline of the induction of chronic restraint stress. **b** Effect of CRS on sucrose preference. Data were combined with the 1st and 2nd sucrose preference test (SPT) results. Control mice (CT) *n* = 9; CRS-exposed WT mice (WT_ST) *n* = 6; CRS-exposed *Fkbp5* KO mice (KO_ST) *n* = 6. One-way ANOVA (F[2,39] = 11.67, *p* = 0.0001); Fisher’s LSD: ***p < 0.001. **c** Multidimensional scaling (MDS) plot for transcriptomes of individual samples of CT (yellow), WT_ST (blue) or KO_ST (red). **d** The interleaved scatter plots of modules which have a significant negative correlation with stress. Data represent mean ± SEM. One-way ANOVA; Fisher’s LSD: *p ≤ 0.05, **p < 0.01. **e** A heatmap showing the expression of M55 genes in the mPFC of CT (left), WT_ST (middle) and KO_ST (right). **f** A network plot of M55 genes and their intramodular connections. The ten hub genes (the top ten genes with highest intramodular connectivity; *Cul9, Polm, Ttll8, Vmn1r90, Tacc3, Mir877, Mmp25, Bhlhe23, Wtip* and *Ube2d-ps*) are shown in red. Note their central position in the network, suggesting high intramodular connectivity. **g** Enrichment dot plot for Gene Ontology (GO) analysis of M55 genes. The 13 GO terms with the lowest *p*-value each annotation cluster are plotted in order of gene ratio. The dot size represents the number of genes associated with a specific term. The dot color represents the adjusted p-value

Recent studies performed in humans and rodents have suggested that long-term stress and pathological anxiety leads to structural degeneration and functional alteration of the frontal cortex, and increases the risk of mental disorders [7, 8]. In addition, it has been suggested that the medial prefrontal cortex (mPFC), a region controlling higher brain function including cognition and emotion, is a primary target of stress hormones [9, 10]. However, little is known about the molecular mechanisms in the mPFC involved in stress-associated psychiatric disorders. Transcriptome profiling has helped provide an unbiased insight into the pathophysiological mechanism underlying complicated brain disorders [11]. Therefore, using RNA sequencing (RNAseq) analysis, we investigated the dynamic transcriptomic changes that occur after stress in the mPFC of *Fkbp5*-deficient mice.

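Medial prefrontal cortex RNA from 9 mice was sequenced, with 3 mice in each of the CT, WT_ST and KO_ST groups and one library per mouse. The CT and WT_ST mice were wild-type, and both stressed groups had been restrained for 6 h a day over 21 days. For each mouse the authors deposited the number of reads counted on each of 24532 genes, without normalization, and the FPKM of each gene. Between 43778471 and 61150128 reads per mouse were counted on genes, with a median of 53134628 in CT, 48395383 in WT_ST and 45675214 in KO_ST. Reads were found in at least 1 mouse for 19197 genes, and 14370 genes averaged at least 30 reads per mouse. Fkbp5, the targeted gene, was measured at an FPKM of 7.61, 6.46 and 7.28 in the CT mice. It reached 9.83, 9.47 and 10.2 in WT_ST and 3.60, 4.69 and 4.45 in KO_ST. After quantile normalization of log2(FPKM+1), its log2 fold change was -1.04 in KO_ST against WT_ST (standard error 0.0867, adjusted p = 0.00908 from limma with Benjamini-Hochberg adjustment). Against CT, it was 0.44 higher in WT_ST (standard error 0.0703, adjusted p = 0.267 from limma) on the log2 scale. Its log2 fold change in KO_ST against CT was -0.60 (standard error 0.0989, adjusted p = 0.217 from limma). The 3 groups did not overlap for this gene, and between 625 and 907 reads were still counted on it in each KO_ST mouse. With a pseudocount of 0.1, the setting that moved it most, its log2 fold change in KO_ST against WT_ST was -1.19.

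**Figure D1:**
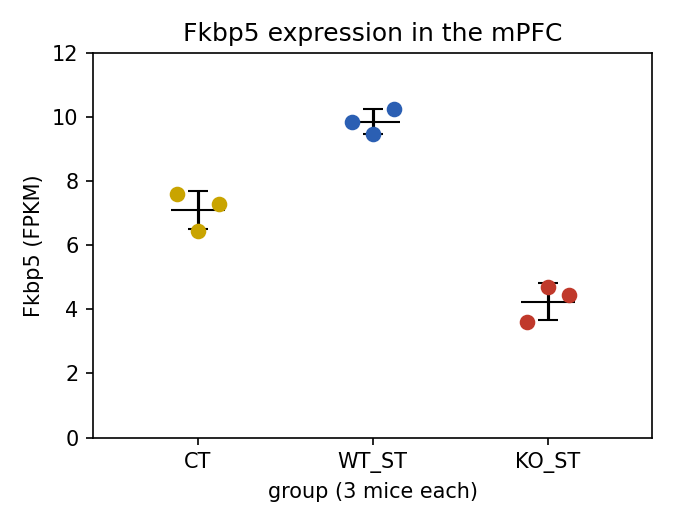
FPKM of Fkbp5 in the mPFC of each mouse, by group. Points are single mice, horizontal bars the group means and error bars the SD of 3 mice. The KO_ST mice lie between 3.60 and 4.69 and the WT_ST mice between 9.47 and 10.2.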

Multidimensional scaling analysis showed a clear separation between the stressed and the non-stressed control (CT) mice. 

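Distances between the 9 mice were computed from quantile-normalized log2(FPKM+1) over all 24532 genes, and the first 2 axes of classical scaling held 20.2% and 16.2% of their variance. Being stressed or not accounted for 15.7% of the variance between mice (PERMANOVA, pseudo-F = 1.30). This was reached or exceeded by 4 of the 84 ways to choose 3 of the 9 mice as controls (exact permutation test, one-sided, p = 0.0476). CT mice lay at a mean distance of 32.9 from each other, 32.1 from the WT_ST mice and 33.5 from the KO_ST mice. The distance from CT to WT_ST was thus no larger than the spread among CT mice, but larger than that among WT_ST mice (28.3). The distance from CT to KO_ST was slightly larger than the spread in either group (31.3 among KO_ST mice). Tested alone, CT against WT_ST gave a share of 24.4%, the largest of 10 splits (exact permutation test, p = 0.1, the smallest possible). CT against KO_ST gave 24.3% (exact permutation test, p = 0.2). For stressed against control mice, the 500 genes with the largest variance, the setting that moved the p most, gave a share of 13.8% (exact permutation test, p = 0.298). With 1 minus Spearman correlation as the distance it was 15.05% (exact permutation test, p = 0.0238). With one mouse left out, the exact permutation p was between 0.0536 and 0.107 in 8 of 9 fits and 0.0357 without KO_ST replicate 3, at shares of 16.91% to 18.55%.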

There was also a slight overlap between the CRS-exposed WT mice (WT_ST) and CRS-exposed *Fkbp5* KO mice (KO_ST) groups, which were clustered according to their genotype (Fig. 1)c. 

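Genotype accounted for 25.3% of the variance between the 6 stressed mice (PERMANOVA, exact permutation test over 10 splits, one-sided, p = 0.2, where 3 mice against 3 allow no p below 0.1). The mean distance was 28.3 among WT_ST mice, 31.3 among KO_ST mice and 31.6 between these groups. For 7 of the 9 mice the nearest mouse belonged to the same group. CT replicate 1 and KO_ST replicate 3, the exceptions, were nearest to each other, at a distance of 29.0. From its own multidimensional scaling plot in Fig. 1c, the paper states that stressed and control mice separate and that the stressed groups cluster by genotype with a slight overlap.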

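Differential expression was tested for the 14370 genes that averaged at least 30 reads per mouse, on quantile-normalized log2(FPKM+1), with limma's moderated test in place of a test of each gene by itself. A gene was counted as a DEG at an unadjusted p under 0.05 and a fold change above 1.2 in either direction, as in the paper's methods. Each comparison set 3 mice against 3.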

To identify the genotypes and genes affected by stress, we analyzed differentially expressed genes (DEG) between each group (Additional file 1). 

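By this criterion, 355 genes differed between CT and WT_ST, of which 166 were higher and 189 lower in WT_ST. Between CT and KO_ST 512 genes differed, 221 of them higher and 291 lower in KO_ST. WT_ST and KO_ST differed in 287 genes, 136 higher and 151 lower in KO_ST. These are 1.45%, 2.09% and 1.17% of the 24532 genes. Without quantile normalization, 126 of 369 DEGs (34.1%) were higher in WT_ST than in CT and 148 of 519 (28.5%) higher in KO_ST than in CT. After Benjamini-Hochberg adjustment over all tested genes, 5, 9 and 22 genes remained below an adjusted p of 0.05. An unadjusted p under 0.05 was obtained for 1129, 1359 and 837 genes, where 718.5 would be expected by chance. In data simulated with no changed gene and the same dispersion (0.01839) for every gene, 486 of 14370 genes met the DEG criterion. Splits of the same mice other than the real one gave median counts of 177, 242 and 175 DEGs. Genes differ in dispersion, so the simulated count need not be the chance level of these comparisons. The 2 groups did not overlap at all for 2013 genes in CT against WT_ST (14.0%), 2274 in CT against KO_ST (15.8%) and 1575 in WT_ST against KO_ST (11.0%), where chance gives 10%. DEG counts moved most with the filter on low expression: at a mean FPKM of at least 30, they were 29, 50 and 26. In both comparisons with CT, 129 genes were DEGs that changed in the same direction. The use of the same 3 CT mice in both comparisons favors this by itself. CT against WT_ST and WT_ST against KO_ST shared 66 DEGs, where 7.09 would be expected by chance, and 63 of them changed in opposite directions. The same WT_ST mice in both comparisons likewise favor such an overlap. From the percentages of DEGs in its own lists, the paper states that more genes changed with stress than with genotype.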

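Among DEGs whose groups did not overlap, the largest decreases in WT_ST against CT were in Gm14295, Gm14296 and Gm14305, neighbours on chromosome 2, with log2 fold changes of -2.58, -2.18 and -1.84. The largest increases were in Atp6v0c-ps2, Krt12 and Tspan14, at 6.50, 1.04 and 1.02. In KO_ST against CT, Tmem181b-ps fell by 3.76 on the log2 scale (standard error 0.0574, adjusted p = 4.98e-07 from limma). Cx3cr1 fell by 0.97, with an adjusted p of 0.470 in limma. Numb rose by 1.25, Sumo3 by 1.13 and Tspan14 by 1.02 in the same comparison (adjusted p = 0.00111, 0.501 and 0.499 from limma). In KO_ST against WT_ST, Rps27rt fell by 5.46 and Rps27 rose by 5.78 (adjusted p = 1.84e-07 and 2.04e-06 from limma). Tmem181b-ps, Eno1b and Gm14295 changed by -3.63, 4.96 and 2.32 (adjusted p = 1.47e-06, 0.642 and 0.0232 from limma). Rps27rt is a retrogene of Rps27, and in each mouse nearly all reads fell on one of them. Reads on Rps27rt prevailed in CT replicates 1 and 3, and reads on Rps27 in CT replicate 2. The share of all reads that fell on both genes together varied 1.42-fold between mice, against 97.9-fold for Rps27 and 111-fold for Rps27rt. Atp6v0c-ps2, Tspan14, Numb, Sumo3, Gm14305 and Tmem181b-ps also lay at either of 2 separate levels in each mouse. Tmem181b-ps lies on chromosome 17, the chromosome of Fkbp5.

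**Figure D2:**
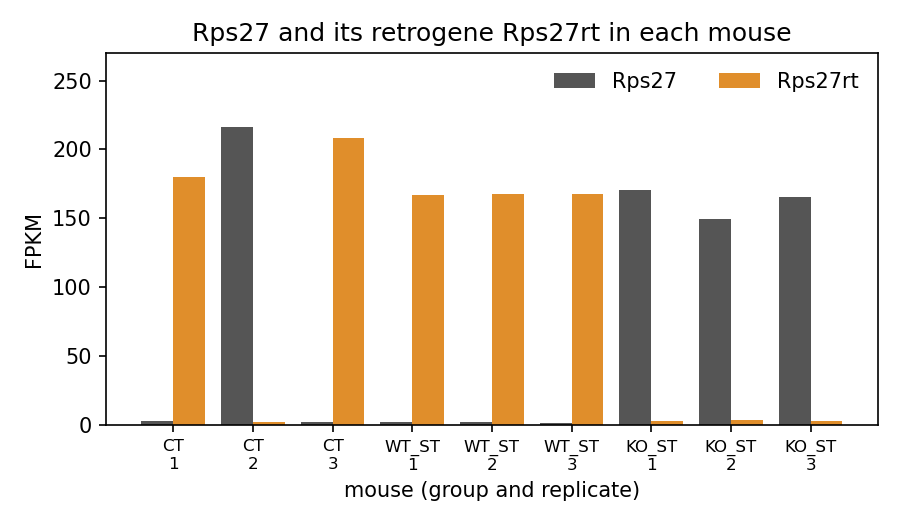
FPKM of Rps27 and of its retrogene Rps27rt in each mouse, by group and replicate, drawn as bars from 0. Rps27 ranges from 1.41 to 216 and Rps27rt from 1.84 to 208, and each mouse is high for one of them.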

Of the 24,532 mRNA genes profiled, 224 (0.91%; CT vs WT_ST), 258 (1.05%; CT vs KO_ST), and 135 (0.55%; WT_ST vs KO_ST) genes were dysregulated in the mPFC following chronic restraint stress, and the percentage of DEG induced by stress was higher than the percentage of DEG by genotype (Additional file 2: Figure S1, Additional file 3: Table S1-S3). 

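The genes that the paper's supplementary tables list under each term were looked up without recomputing any enrichment. Of the 30 genes listed for lipid metabolic process between CT and WT_ST, 15 were higher and 15 lower in WT_ST. Regulation of immune response held 21 genes, of which 5 were higher and 16 lower in WT_ST, with a median log2 fold change of -0.27. In KO_ST against CT, 26 of the 39 cell adhesion genes were lower (median log2 fold change -0.34). Regulation of cell differentiation had 25 lower of 44 genes (median -0.30), and neurogenesis 18 lower of 31 (median -0.29). By the criterion used for the DEGs, 24 of the 30 lipid genes and 16 of the 21 immune genes were called. These directions carry no test, since the genes were chosen by the paper from the same mice.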

Gene ontology (GO) enrichment analysis of these expression profiles showed functional categories that were potentially dysregulated, including lipid metabolic process (*Benjamini adjusted p = 9.63 × 10*^*− 4*^), regulation of immune response (*Benjamini adjusted p = 7.24 × 10*^*− 4*^), cell adhesion (*Benjamini adjusted p = 1.52 × 10*^*− 3*^), regulation of cell differentiation (*Benjamini adjusted p = 1.17 × 10*^*− 3*^), and neurogenesis (*Benjamini adjusted p = 7.66 × 10*^*− 2*^) (Additional file 4: Table S4-S6).

To compare the differences in expression observed in the multidimensional data set with the pattern of stress-response behavior, we performed a weighted gene co-expression network analysis (WGCNA) [12]. Through WGCNA, we identified 60 modules of co-expressed genes following chronic restraint stress in both WT and KO homozygous genotypes (Additional file 5: Figure S2, Additional file 6: Table S7). 

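Of the modules with a gene list in the part of Table S7 used here, M1, M2 and M3 had 796, 572 and 598 genes with values. The eigengene of M3, the first principal component of its scaled expression, averaged 0.389 ± 0.319 (SD, n = 3 mice) in CT, -0.0702 ± 0.0776 in WT_ST and -0.319 ± 0.0762 in KO_ST. Stressed mice were lower than CT by the largest margin of any of the 84 splits (exact permutation test, two-sided, p = 0.0119, the smallest possible, or 0.114 after Benjamini-Hochberg adjustment over 24 tests). KO_ST was lower than the other 6 mice (exact permutation test, p = 0.0476, adjusted 0.218). Over all labelings of the 9 mice, the F statistic of the 3 groups gave p = 0.00357 for M3 in an exact permutation test, or 0.0857 after the same adjustment. No comparison of groups in M1 or M2 gave an exact permutation p below 0.0833 with all 9 mice, and without KO_ST replicate 2 that of stressed mice with CT gave 0.0357 for M2.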

Among the 60 modules, we identified characteristic modules which showed a significant correlation to the genotype (M3, M6, M25, M33, M39, M44 and M57) and to the stress exposure (M3, M10, M18, M21, M31, M34, M50 and M55) (Fig. 1, Additional file 7: Figure S3)d, a-c. Interestingly, one of the modules that negatively correlated with stress, M55, had a pattern similar to the stress resilience behavior of *Fkbp5*-deficient mice. This was down-regulated, consistent with depression-like behavior in the WT_ST group, and was restored in the KO_ST group (Fig. 1)d and e. 

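The M55 genes were read from the heatmap of Fig. 1e, and all 81 were found among the measured genes. Their first principal component held 72.5% of the variance of the module. Mean M55 eigengenes were 0.314 ± 0.323 (SD, n = 3 mice) in CT, -0.380 ± 0.0657 in WT_ST and 0.0653 ± 0.143 in KO_ST. An exact permutation test of the F statistic over all labelings of the 9 mice gave p = 0.0143, or 0.114 after adjustment over 24 tests of modules. The difference of stressed mice from CT was -0.471 (exact permutation test over 84 splits, two-sided, p = 0.0595). Under the alternatives, its exact permutation p ranged from 0.0238, without quantile normalization (difference -0.530), to 0.25, without CT replicate 2 (difference -0.427). The module was defined by the authors from the same 9 mice and singled out among their modules for its pattern across the groups. The adjustment over 24 tests does not correct for that choice, so these p-values can be too small.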

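Between CT and WT_ST, the M55 eigengene differed by -0.694 (exact permutation test, two-sided, p = 0.1), with no overlap between the mice. KO_ST was higher than WT_ST by 0.445, again without overlap (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). KO_ST and CT differed by -0.249, less than the SD of the CT mice (exact permutation test, p = 0.4). All 81 genes had a lower mean in WT_ST than in CT, and 80 had a higher mean in KO_ST than in WT_ST. For 40 genes every WT_ST mouse lay below every other mouse. Of the 61 M55 genes with at least 30 reads on average, 16 were DEGs between CT and WT_ST and 5 between WT_ST and KO_ST. After adjustment over all tested genes, 1 and 0 of these remained. From this pattern, the paper proposes that M55 follows the resilient behavior of the KO_ST mice.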

GO enrichment analysis of M55 revealed the biological functions potentially involved, including gland morphogenesis (*p = 1.25 × 10*^*− 2*^), activation of immune response (*p = 2.25 × 10*^*− 2*^), and nervous system development (*p = 7.65 × 10*^*− 3*^) (Fig. 1, Additional file 8: Table S8)f and g. 

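Gland morphogenesis, activation of immune response and nervous system development held 4, 5 and 16 of the M55 genes in Table S8. All of them were lower in WT_ST than in CT and higher in KO_ST than in WT_ST. Median log2 fold changes in WT_ST against CT were -0.15, -0.10 and -0.14. On average, 1, 3 and 6 of these genes had fewer than 30 reads per mouse. The paper's table gives Benjamini-adjusted p-values of 0.969, 0.988 and 0.975 for these terms.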

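Of the 10 M55 hub genes Cul9, Polm, Ttll8, Vmn1r90, Tacc3, Mir877, Mmp25, Bhlhe23, Wtip and Ube2d-ps, 8 were among the 10 genes with the highest correlation with the M55 eigengene here. Polm and Ube2d-ps ranked 12 and 13. Mmp25 lies on chromosome 17 from 23628315 to 23645269 and ranked 4, with a correlation of 0.944. It was covered by 8 to 39 reads per mouse, for a mean FPKM of 0.141 in CT, 0.0529 in WT_ST and 0.129 in KO_ST. Mir877 had 0 to 3 reads in each mouse. Of the 10 hub genes, 4 averaged under 30 reads and 5 had a mean FPKM under 1. Among the 6 tested hub genes, Ube2d-ps had a log2 fold change of -0.50 in WT_ST against CT (standard error 0.0974, adjusted p = 0.542 from limma).

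**Figure D3:**
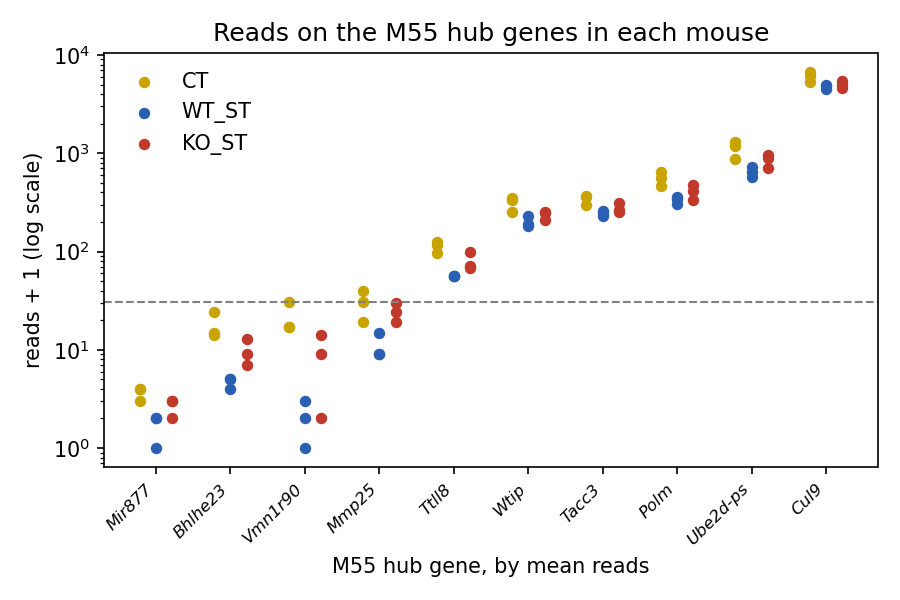
Reads counted on each M55 hub gene in each mouse, plus 1, on a log axis. Points are single mice colored by group, and the dashed line marks 30 reads. Mir877, Bhlhe23, Vmn1r90 and Mmp25 average below the line.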

Hub genes, with the highest degree of connectivity within a module of the M55 include *Mmp25*. This gene has been functionally implicated in the regulation of immune response through NF-B signaling [13] and has been linked to neuropsychiatric disorders including PTSD [14].

In this study, we compared brain transcriptome altered by chronic stress in the mPFC between *Fkbp5*-deficient and wild-type mice by RNAseq analysis. In addition to the DEG analysis, by employing WGCNA, we identified a distinct co-expression network module associated with stress resilience caused by *Fkbp5* knock-out, and characterized the biological processes affected by this module, leading to this unique behavior. Our systematic transcriptome analysis demonstrated that aberration in the development of the neuroendocrine system, and regulation of the immune response may underlie the stress resilient behavior observed in the *Fkbp5* deficient mice. This is the first study, to the best of our knowledge, to identify the stress resilience associated genes through gene co-expression network analysis in *Fkbp5* deficient mice. Altogether, we confirmed that FKBP5 may be an important component of the stress response, suggesting that identification of the module associated with the stress response can provide a treatment strategy and therapeutic target to attenuate the depressive symptoms caused by stress.

## Supplementary information

**Additional file 1.** Materials and Methods.

**Additional file 2: Figure S1.** Heatmap representing the expression profiles of the DEGs in the three groups of CT, WT_ST, and KO_ST.

**Additional file 3: Table S1.** List of DEG between WT ST and CT. **Table S2.** List of DEG between KO ST and CT. **Table S3.** List of DEG between KO ST and WT ST.

**Additional file 4: Table S4.** GO analysis for DEGs between WT ST and CT. **Table S5.** GO analysis for DEGs between KO ST and CT. **Table S6.** GO analysis for DEGs between KO ST and WT ST.

**Additional file 5: Figure S2.** Heatmap of the correlation of WGCNA modules with traits. The correlation between each module eigengene and sample trait was calculated. Values in the figure indicate the correlation coefficient between modules and traits. Values in brackets are the *p*-values for the association test.

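Table S7 lists for each gene its module and kME, its correlation with the eigengene of that module. Recomputed from the deposited FPKM, kME correlated with the listed values at 0.957 across the genes of M1, 0.852 for M2 and 0.883 for M3, where genes are not independent replicates. Of the 30 genes of M4 in the part of Table S7 used here, each had reads in 1 mouse only, CT replicate 3, with at most 16 reads.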

**Additional file 6: Table S7.** List of genes within each WGCNA module (kME > 0.7).

**Additional file 7: Figure S3.** The interleaved scatter plots of module which have a significant correlation with genotype and stress **(a-b)** Modules with positively (a) and negatively (b) correlated to the genotype. **(c)** Modules with positively correlated to the stress. Data represent mean ± SEM. One-way ANOVA; Fisher’s LSD: *p ≤ 0.05, **p < 0.01, ***p < 0.001.

**Additional file 8: Table S8.** GO analysis for genes in M55.

## Data Availability

The datasets supporting the conclusions of this article are included in this published article and its additional files. RNAseq raw data reported in this paper are submitted to the GEO repository under the accession number GSE138240.

## Abbreviations

bh.pval: Benjamini-Hochberg adjusted *P*-value
CRS: Chronic restraint stress
CT: Control
DEG: Differentially expressed genes
GO: Gene ontology
KO: Knock-out
KO_ST: CRS-exposed *Fkbp5* KO mice
mPFC: Medial prefrontal cortex
PTSD: Post-traumatic stress disorder
RNAseq: RNA sequencing
WGCNA: Weighted gene co-expression network analysis
WT: Wild-type
WT_ST: CRS-exposed WT mice

# Supplementary material for: Identification of stress resilience module by weighted gene co-expression network analysis in Fkbp5-deficient mice
**Source:** Mol Brain. 2019 Nov 27;12:99. doi: 10.1186/s13041-019-0521-9
**Supplement:** Supplementary file 1 — Additional file 1. Materials and Methods.

**Additional File 1**

Identification of stress resilience module by weighted gene co-expression network analysis in Fkbp5 deficient mice

Joonhong Kwon^1^, YeongJae Kim^1^, Koeul Choi^1^, Sihwan Seol^1^, and Hyo Jung Kang*^1^

**Materials and Methods**

**Animal**

Eight-week-old male C57BL/6J mice maintained in the vivarium at Chung-Ang University were used for the experiments. All mice were housed in a single cage, provided with unlimited access to food and water, maintained at a 12-hour light-dark cycle, and tested during the light phase. The mice were sacrificed by cervical dislocation. Immediately after decapitation, the brains were rapidly removed, rinsed with ice-cold phosphate-buffered saline, and placed into a brain matrix (Cat # SA-2175, Roboz Surgical Instruments, Gaithersburg, MD). Coronal brain slices of 1.0 mm thick were collected and transferred to the RNA stabilization solution (RNA*later*, Cat # AM7021, ThermoFisher Scientific, Waltham, MA). The medial prefrontal cortex (mPFC) region was dissected according to the atlas (Paxinos and Franklin, 4^th^ Edition). Strains of *Fkbp5* KO mice (JAX stock #017989) were obtained from The Jackson Laboratory (Bar Harbor, Maine, USA), and the *Fkbp5* KO mice used for this study were backcrossed with C57BL/6J for ten generations. 

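Fkbp5 lies on chromosome 17 of GRCm38 from 28398753 to 28486149. Within 25 Mb of its start lie 512 other genes that averaged at least 30 reads in the 9 mPFC libraries. Of them, 6 were called between CT and WT_ST, 32 between CT and KO_ST and 26 between WT_ST and KO_ST, or 1.17%, 6.25% and 5.08%. Elsewhere in the genome 2.51%, 3.46% and 1.88% of tested genes were called.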

All mice used in the experiments were obtained by heterozygous mating (*Fkbp5*^+/-^ x *Fkbp5*^+/-^) according to the Chung-Ang University Research Requirements. All procedures were approved by the Committee on the Institutional Animal Care and Use of Chung-Ang University.

**Chronic Restraint Stress (CRS)**

Mice of the stressed group were horizontally immobilized for 6 hours per day in a translucent latex glove for 3 weeks in their home cages. The thumb area of a latex glove made of translucent material was cut with scissors, and the mouse tail was taken out through the thumb hole of the latex glove and wrapped around the latex glove to induce chronic stress. Non-restraint mice (CT; n=9) remained in their home cages without the CRS procedure. Both CT and CRS mice (WT ST; n=6, KO ST; n=6) did not have access to food and water during the period of CRS exposure.

**Behavioral Test (Sucrose Preference Test)**

The habituation process was performed to prevent water phobia against 1% sucrose water 24 hours before obtaining sucrose preference test (SPT) measurements. After the habituation process, water deprivation was performed for 24 hours. Mice were presented with two bottles: one filled with tap water and the other with 1% sucrose solution (200 ml each). The 24-hour consumption of water and sucrose solution was calculated by subtracting the weight of the bottles. Sucrose preference (%) was calculated as consumption of sucrose solution divided by total fluid consumption (i.e., water plus sucrose), multiplied by 100.

**Total RNA extraction**

Total RNA extraction was performed using miRNeasy mini kit (Qiagen, 217004). Mice mPFC tissue was homogenized in QIAzol lysis reagent. The samples were combined with chloroform and centrifuged for 15 min at 12,000 *g* and 4^o^C. The supernatant was combined with 100% ethanol and applied to spin column. Before elution, DNase I treatment (Qiagen, 79254) was carried out directly on the spin column. Subsequent processes were performed according to the manufacturer's instructions.

**RNA Sequencing**

Library preparations and sequencing were performed by Macrogen Inc. (Seoul, Korea). TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, USA) was used to synthesize cDNA libraries according to the manufacturer’s instructions. HiSeq 4000 (Illumina, USA) was used for sequencing to generate 101-bp paired end reads. A quality control procedure, known as preprocessing, was performed to eliminate artifacts (low quality or contaminated DNA). Once the sequence of the reads was determined, they were aligned to the reference genome (GRCm38) using the HISAT2 (Hierarchical Indexing for Spliced Alignment of Transcripts) program which handles spliced read mapping through the Bowtie2 aligner, to generate aligned reads. Based on this data, we proceeded with transcript assembly using the StringTie program. Expression profile was extracted from Fragments Per Kilobase of transcript per Million mapped reads (FPKM) value by expression quantification obtained from the transcript quantification of each sample. Differentially expressed genes (DEGs) were identified after quantile normalization of the log2 (FPKM+1) values followed by student's *T*-test (p < 0.05). The P-values were corrected by using the p.adjust function (method = “Benjamini–Hochberg”) in R. Genes with a |fold change| value greater than 1.2, and raw.p value less than 0.05 were considered as differentially expressed. 

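The paper's lists hold 25, 28 and 24 genes with a mean under 30 reads per mouse for CT against WT_ST, CT against KO_ST and WT_ST against KO_ST. The paper does not define the unit of its baseMean, so mean reads per mouse may not be the measure it filtered on. A mean FPKM under 1 applies to 41, 55 and 41 of the listed genes. All listed genes were found here and changed in the listed direction in each comparison, and 144, 209 and 88 of them met the criterion of p and fold change by limma's test.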

To exclude false positive genes, genes with low expression levels (baseMean <30) were excluded from the list of DEGs.

**Gene Functional Enrichment Analysis**

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed to explore the functional roles of DEGs from mRNA-seq data and genes in selected modules using the Database for Annotation, Visualization and Integrated Discovery version 6.8 (DAVID; http://david.ncifcrf.gov/). The enrichment results were visualized using the ‘ggplot2’ package of the R program. Statistically significant categories were selected (p-value<0.05).

**Weighted Gene Co-expression Network Analysis (WGCNA)**

Signed hybrid co-expression networks in mPFC were constructed using the weighted gene co-expression network analysis (WGCNA) package in R using RNA-seq data [12]. For all genes included, a pairwise correlation matrix was computed, and an adjacency matrix was calculated by raising the correlation matrix to a power of 8 for all networks, according to a scale-free topology criterion [12]. For each pair of genes, a robust measurement of network interconnectedness (topological overlap measure) was calculated based on the adjacency matrix. The topological overlap-based dissimilarity was then used as input for average linkage hierarchical clustering. Modules were generated by hybrid dynamic tree-cutting. To obtain co-expression patterns, we set the minimum module size to 30 genes, deepSplit to 2, and the minimum height for merging modules to 0.25. Each module was summarized by an eigengene, which was the first principal component of the scaled module expression. To obtain cleaner modules, we defined the module membership measure (also known as module eigengene based connectivity kME) as the correlation between gene expression values and the module eigengene. 

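Among the 81 M55 genes, 79 had a correlation above 0.7 with the M55 eigengene over the 9 mice. Of these 81 genes, 32 had a mean FPKM under 1 and 20 averaged under 30 reads.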

Genes with kME>0.7 were cut-off. The module membership was also used to rank genes in the module. Top ten genes in the rank were considered as hub genes of the module.

**References**

1. Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9:559

# Supplementary material for: Identification of stress resilience module by weighted gene co-expression network analysis in Fkbp5-deficient mice
**Source:** Mol Brain. 2019 Nov 27;12:99. doi: 10.1186/s13041-019-0521-9

**Figure S1.** Heatmap representing the expression profiles of the DEGs in the three groups of CT, WT_ST, and KO_ST

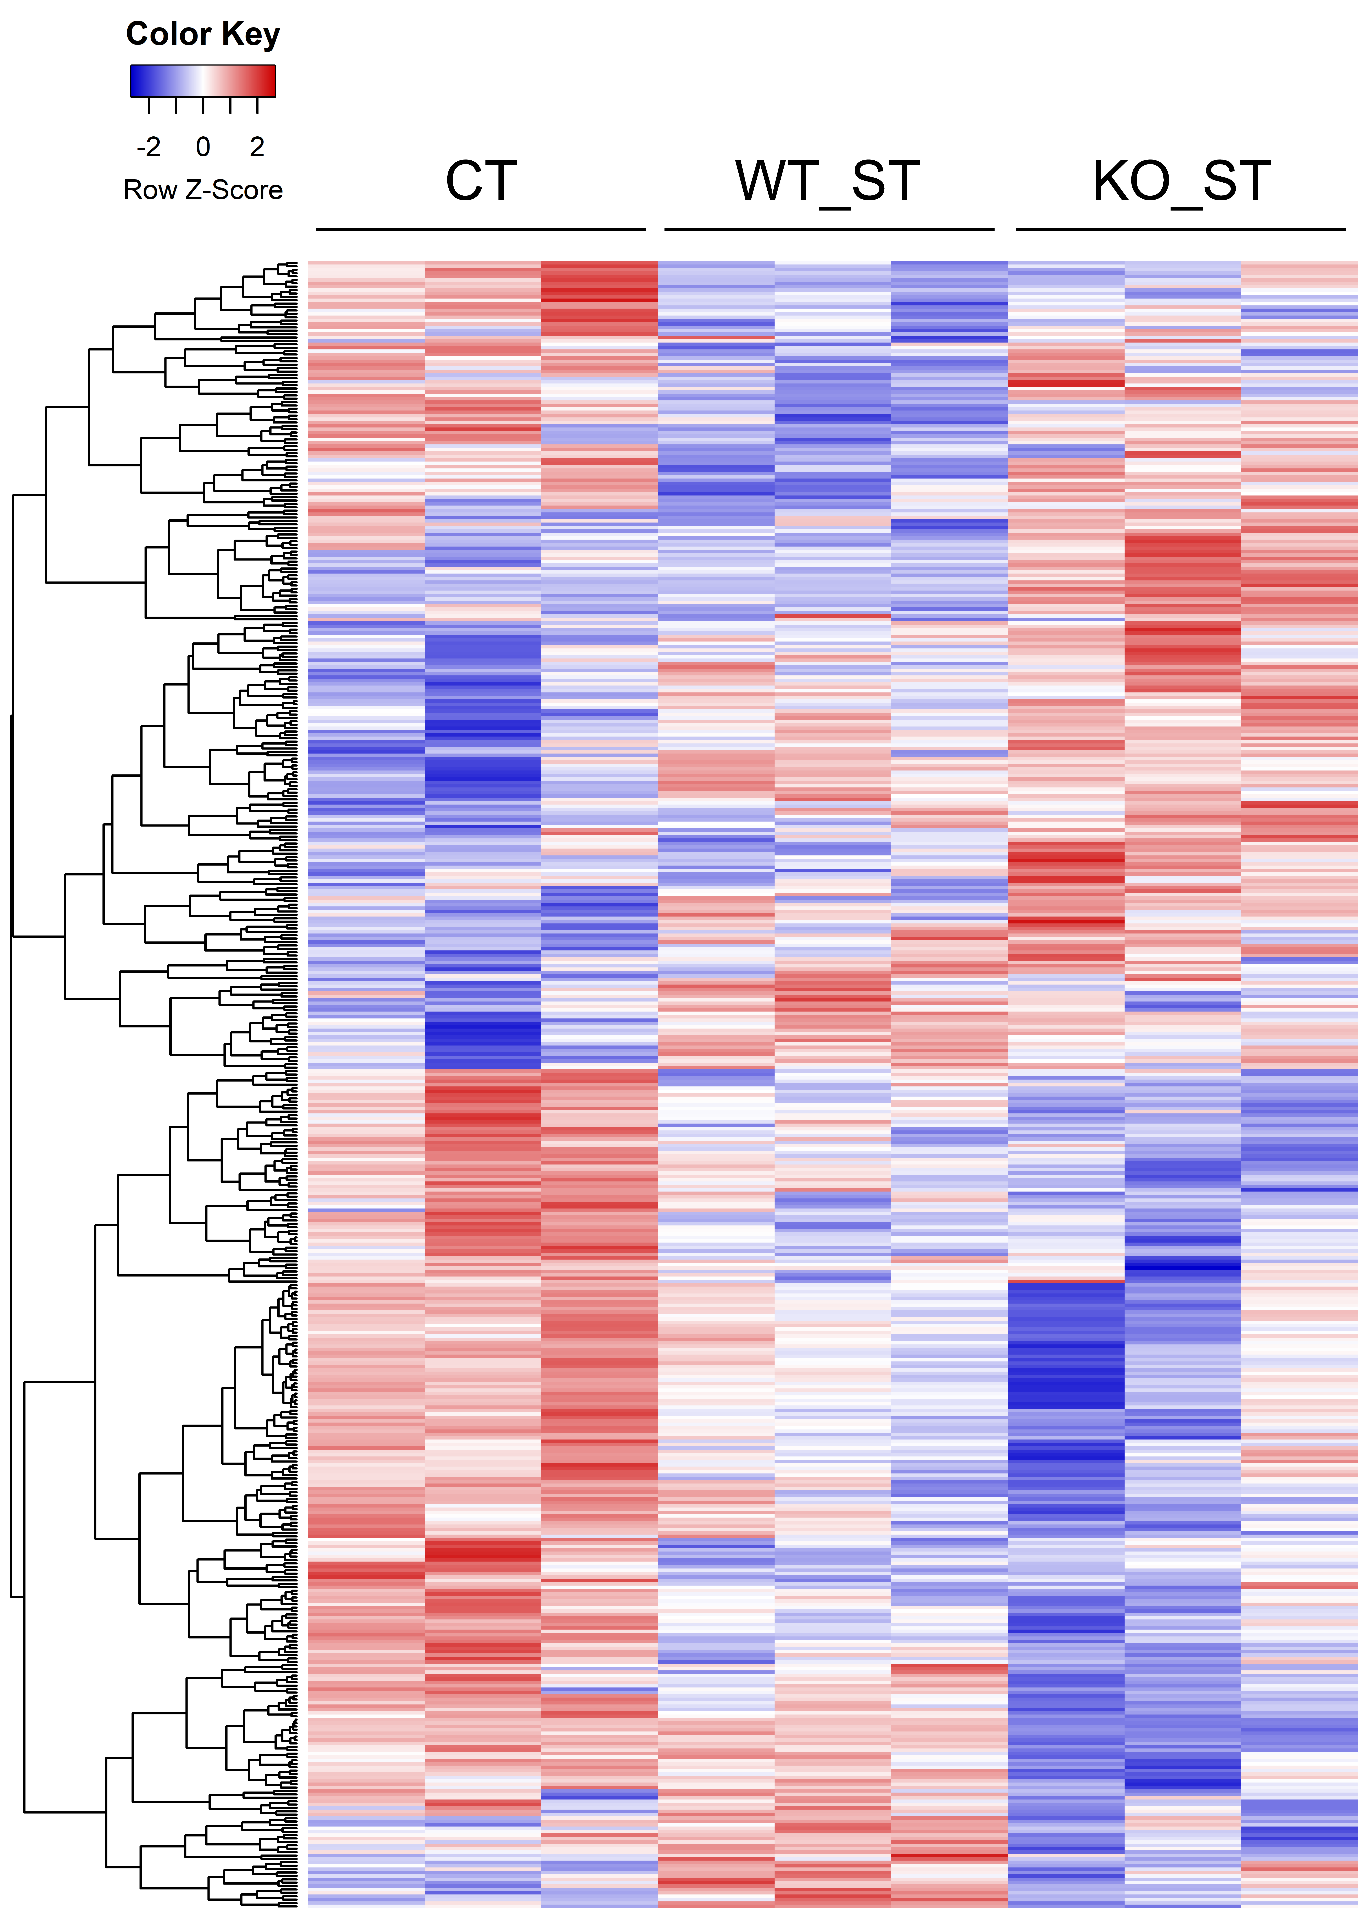

**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Heatmap representing the expression profiles of the DEGs in the three groups of CT, WT_ST, and KO_ST.

# Supplementary material for: Identification of stress resilience module by weighted gene co-expression network analysis in Fkbp5-deficient mice
**Source:** Mol Brain. 2019 Nov 27;12:99. doi: 10.1186/s13041-019-0521-9

**Figure S2.** Heatmap of the correlation of WGCNA modules with traits. The correlation between each module eigengene and sample trait was calculated. Values in the figure indicate the correlation coefficient between modules and traits. Values in brackets are the p-values for the association test.

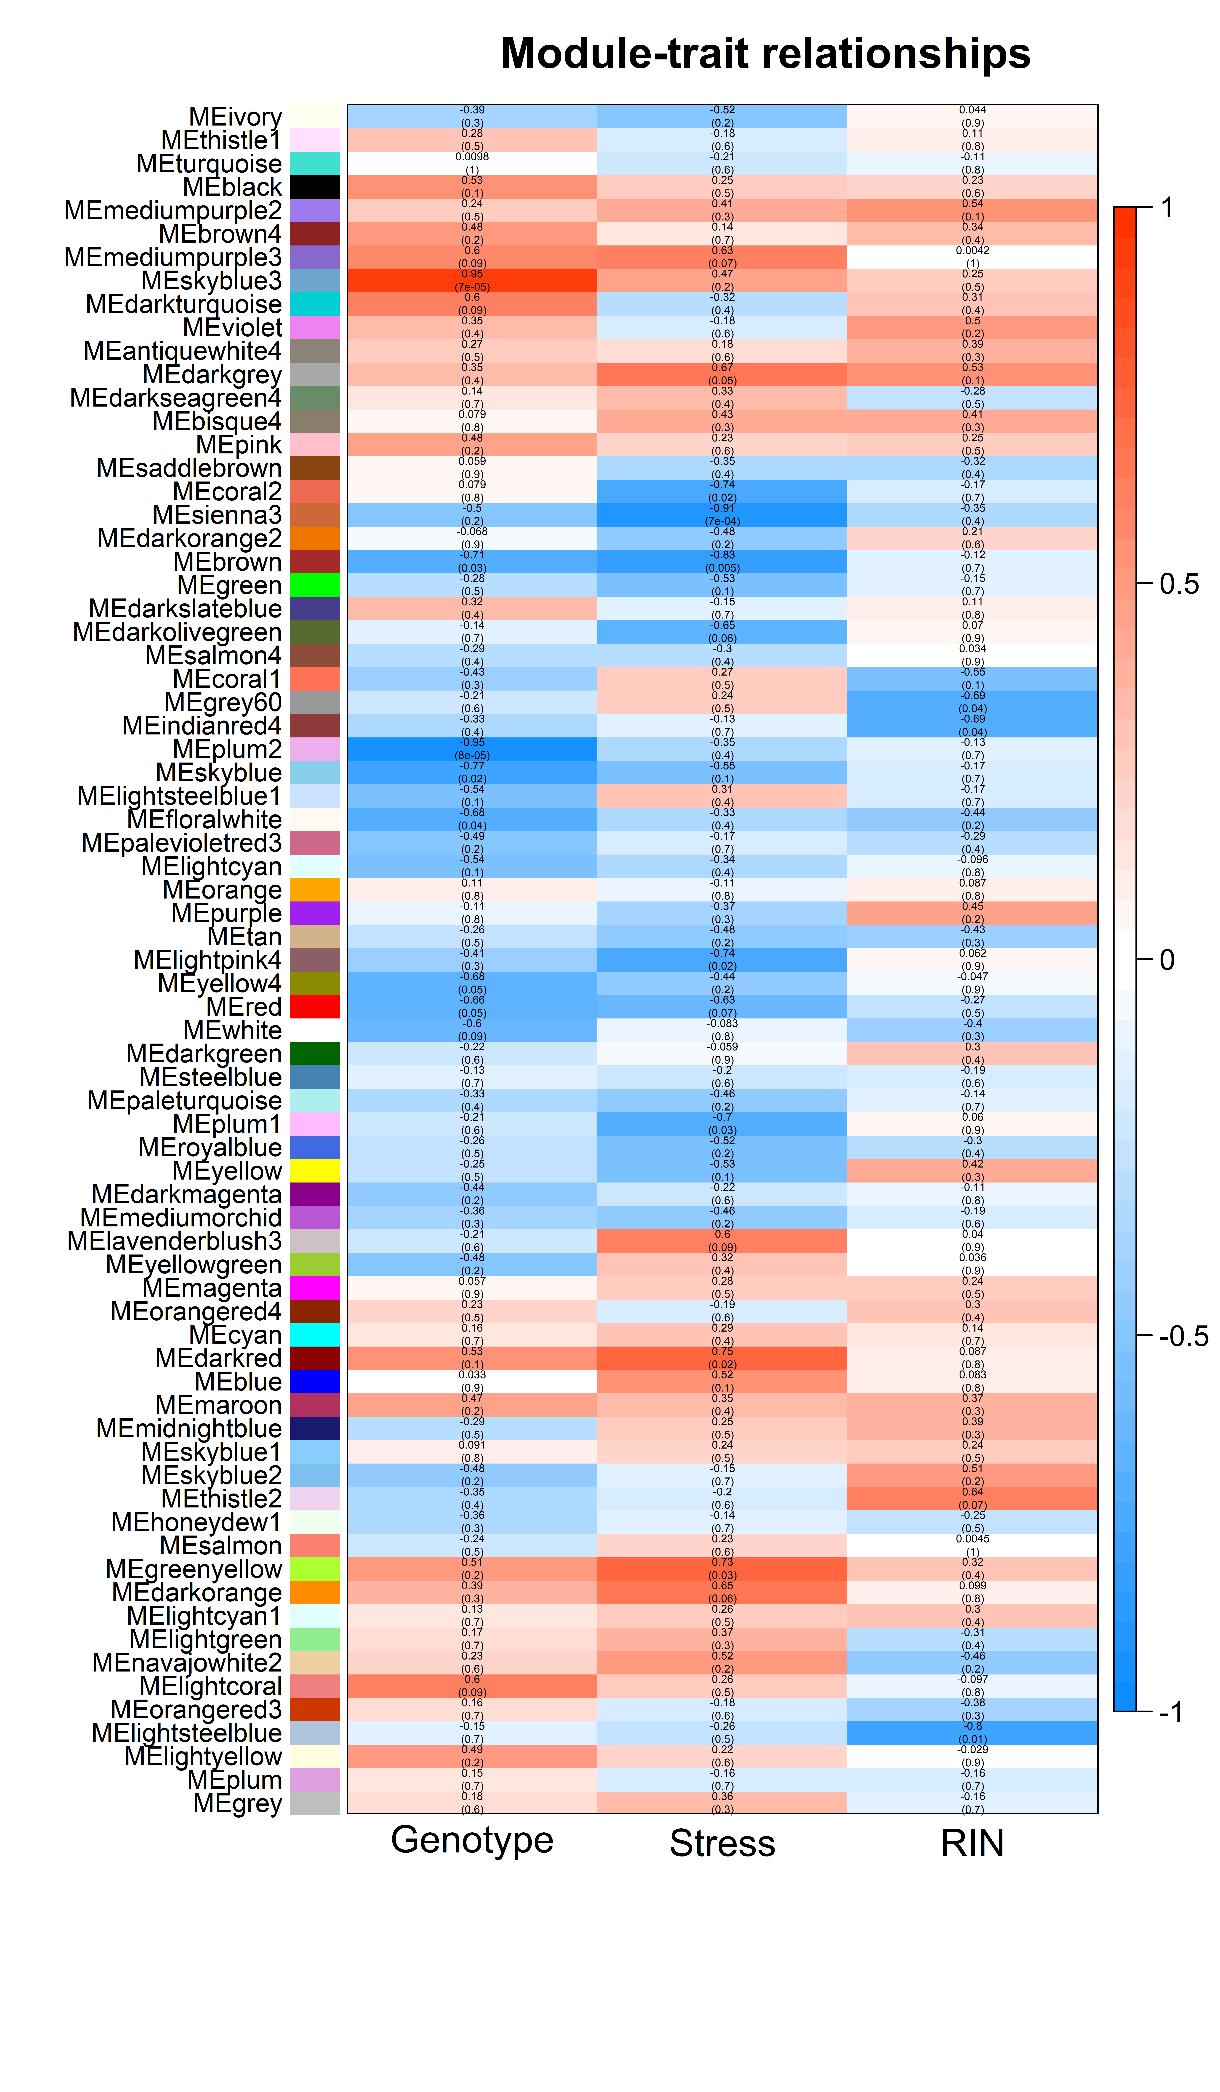

**Supplement:** Supplementary file 5 — Additional file 5: Figure S2. Heatmap of the correlation of WGCNA modules with traits. The correlation between each module eigengene and sample trait was calculated. Values in the figure indicate the correlation coefficient between modules and traits. Values in brackets are the p-values for the association test.

# Supplementary material for: Identification of stress resilience module by weighted gene co-expression network analysis in Fkbp5-deficient mice
**Source:** Mol Brain. 2019 Nov 27;12:99. doi: 10.1186/s13041-019-0521-9

**Figure S3.** The interleaved scatter plots of module which have a significant correlation with genotype and stress **(a-b)** Modules with positively (a) and negatively (b) correlated to the genotype. **(c)** Modules with positively correlated to the stress. Data represent mean±SEM. One-way ANOVA; Fisher’s LSD: *p≤0.05, **p<0.01, ***p<0.001.

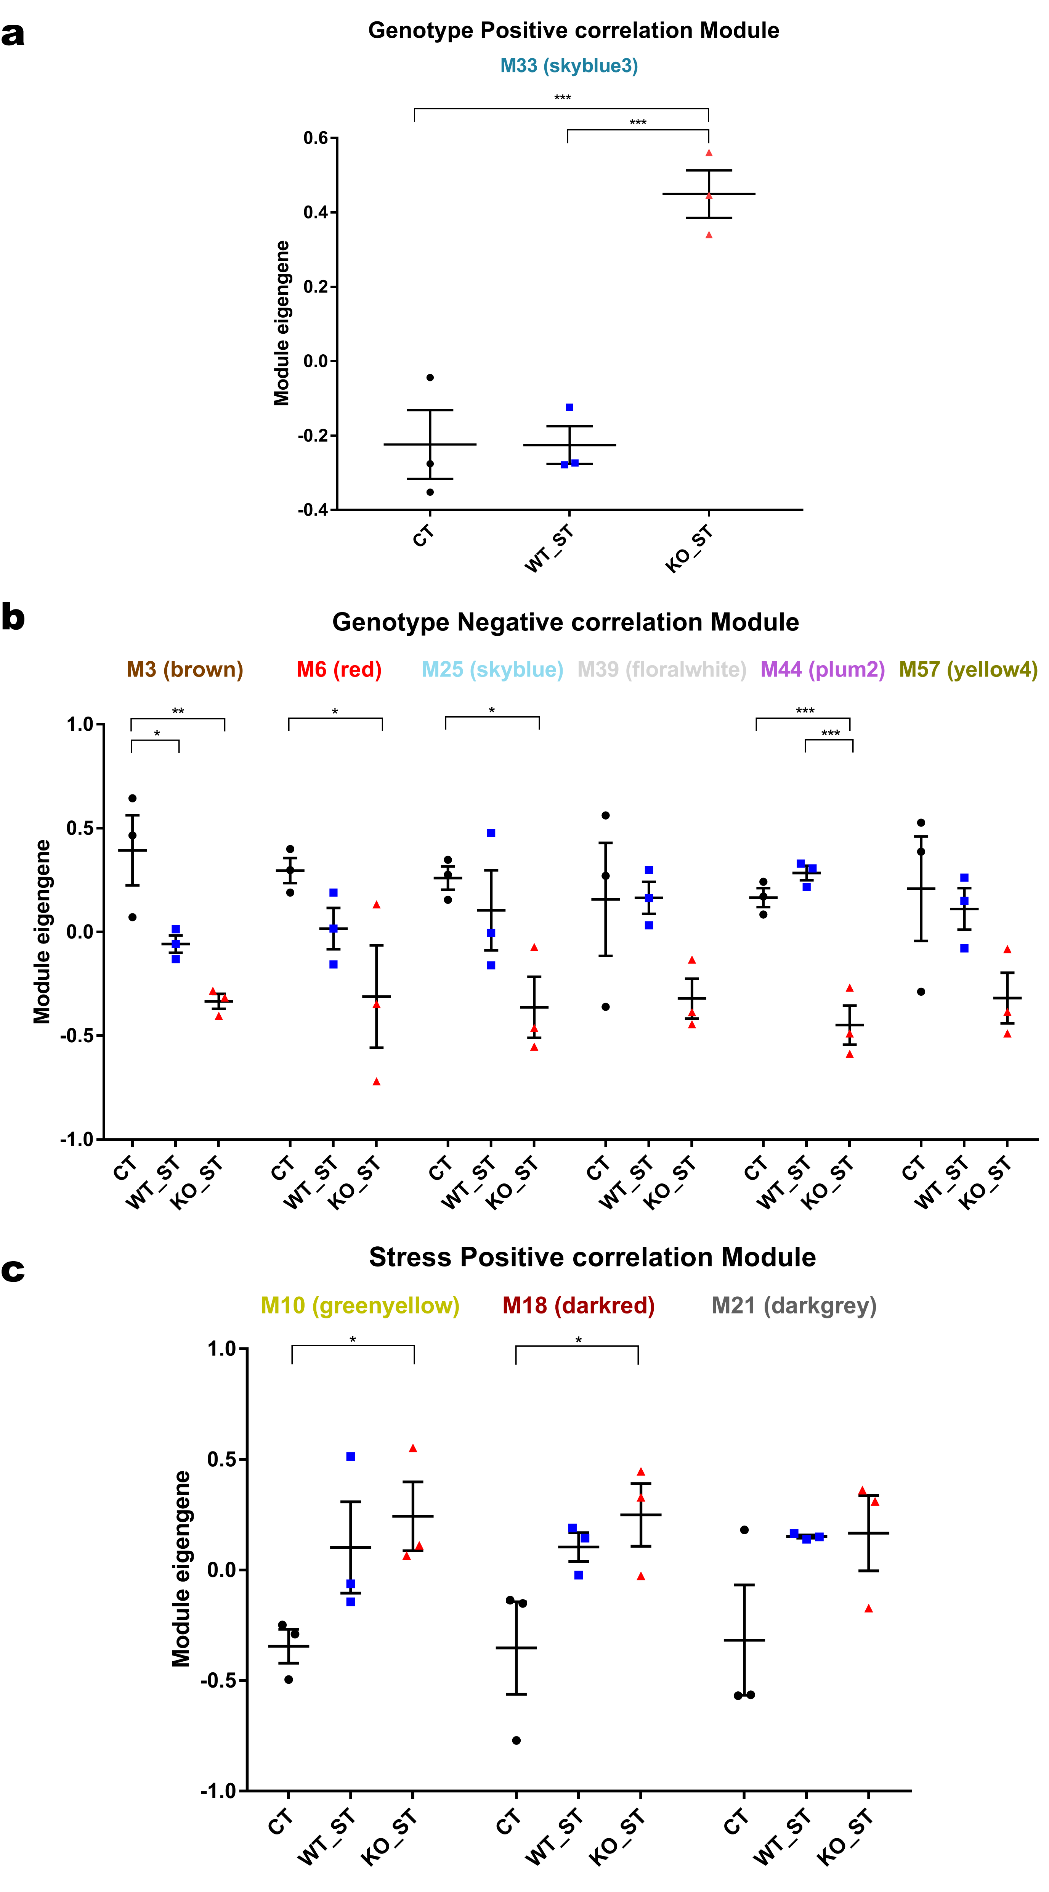

**Supplement:** Supplementary file 7 — Additional file 7: Figure S3. The interleaved scatter plots of module which have a significant correlation with genotype and stress (a-b) Modules with positively (a) and negatively (b) correlated to the genotype. (c) Modules with positively correlated to the stress. Data represent mean ± SEM. One-way ANOVA; Fisher’s LSD: *p ≤ 0.05, **p < 0.01, ***p < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

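RNA from the medial prefrontal cortex of 9 mice was analysed, 3 each of CT, WT_ST and KO_ST, with one library per mouse. The paper gives an age of 8 weeks, and the sample labels an age of 11 weeks. By the paper's methods, a company prepared the libraries and sequenced them as paired-end reads, and the reads were aligned to GRCm38 with HISAT2 and quantified with StringTie. For each gene the authors deposited read counts without normalization. The authors also deposited FPKM values, scaled for transcript length and mapped reads but not quantile normalized. All 24532 genes are listed for every mouse, and 5335 of them had no reads in any mouse.

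Depth ranged from 43778471 to 61150128 reads per mouse. Of the genes, 15807 had reads in all mice, 865 had reads in exactly 1 mouse and 14370 averaged at least 30 reads. Pearson correlations between mice over the tested genes lay between 0.9875 and 0.9936. The chi-square per degree of freedom between 2 libraries was at least 18.7, where repeated counts of one library would give about 1.

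FPKM values were taken as log2 with a pseudocount of 1 and quantile normalized over all mice. Differences between 2 groups were tested with limma 3.58.1 (moderated test with a mean-variance trend) in R 4.3.3, using only the mice of those groups. Genes were called at an unadjusted p under 0.05 and a fold change above 1.2, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside them. Alternatives used edgeR 4.0.16 and DESeq2 1.42.0 on the read counts. FPKM stayed the main measure, after the paper's methods. Cell-type and pathway marker sets were tested with limma's camera at an inter-gene correlation of 0.01 and adjusted over 39 tests. Module eigengenes were the first principal component of scaled expression. Group differences in eigengenes, and shares of variance between mice (PERMANOVA), were tested by exact permutation. Gene positions come from RefSeq, which covered 24462 of the listed genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

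Genes named in the text are Fkbp5, the 10 hub genes of M55, and for each comparison the 3 genes with the largest log2 fold change in each direction among called genes whose groups do not overlap. Not every gene that this rule selects is named. Other genes named were chosen after their values were seen. Replicate numbers come from the sample labels and differ from the mouse numbers that the deposited data also carry. Deviations from the group means correlated at a mean of -0.0101 between mice of different groups with the same replicate number and 0.00494 between mice with different numbers, so the numbers were not used to pair mice in the tests between groups, except as an alternative. They were used to choose which other splits of the mice the real split was compared with.

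The methods were tested on simulated data with 200 changed genes among 14370 and the same dispersion for every gene, estimated from these libraries. The changed genes all had one size of change, several times the median absolute log2 fold change of the DEGs (0.35, 0.37 and 0.37). The recovery below therefore does not tell how many changes of the size seen here would be found. At an adjusted p under 0.05, limma recovered 97.0% of the changed genes with 8.1% false calls, edgeR 100% with 3.8% and DESeq2 98.5% with 9.6%. With no changed gene, 486 genes met the criterion of p and fold change and 0 the adjusted threshold.

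Other pseudocounts, expression filters, normalizations, tests, distances and leaving out each mouse were tried as alternatives. The co-expression network and the GO enrichment were not recomputed. Of the paper's modules, only M1 to M4 and M55 were examined, from the gene lists used here. Behavioral measurements were not analysed here.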

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

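The tests on genes near Fkbp5 and on summed globin reads were chosen only after the result was seen. The test on neighbours of the globin genes was written before its result was seen.

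Hbb-b1 was measured at an FPKM of 72 in WT_ST replicate 2 and 67.7 in KO_ST replicate 3, against at most 0.247 in the other 7 mice. The paper does not discuss this gene, and the signal stood far above its level in the CT mice. It does not follow a group, so no biological explanation from the design was tested. Hbb-bs, a closely related globin gene, showed the opposite: it had 4 reads in WT_ST replicate 2 and 0 in KO_ST replicate 3, and an FPKM of at least 32.1 in the other 7 mice. One explanation is a strain variant around the beta-globin cluster. Among 139 tested genes within 10 Mb of Hbb-bs, however, these 2 mice lay together at one end for 5 genes, and 28 of the 36 pairs of mice did so for as many. Another explanation is reads shared between near-identical genes. The summed FPKM of Hbb-b1 and Hbb-bs was 72.1 and 67.7 in the 2 mice, both of which (2 of 2) fall within the range of 32.2 to 359 in the other mice. That range is wide, so the sum was also divided by the FPKM of Hbb-b2, another beta-globin gene. This ratio was 2.15 and 2.03 in the 2 mice, again within the range of the others for 2 of 2, at 1.99 to 2.18. The reads on Hbb-b1 in these mice may thus be those that fall on Hbb-bs in the others, which fits reads shared between near-identical genes. The genes were chosen for this pattern, and a difference between mice in the sequence of the 2 genes themselves was not tested.

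Of the 512 other tested genes within 25 Mb of Fkbp5, 9 had an adjusted p under 0.05 between WT_ST and KO_ST, out of 21 such genes in the genome when Fkbp5 itself is left out. They are Rps6ka2, Dynlt1b, Decr2, Fndc1, Tmem181a, Glo1, Tmem181b-ps, Rsph3b and Tmem181c-ps, named after their values were seen. All but Decr2 and Glo1, or 7 of the 9, start between 6256726 and 7738569 on chromosome 17, more than 20 Mb from Fkbp5. Between CT and KO_ST, 6 of 9 such genes lay in the window, and between CT and WT_ST 0 of 5, where 6 genes were called at an unadjusted p. The paper does not discuss the position of its DEGs. A candidate explanation is a flanking segment of the donor strain carried along with the Fkbp5 allele. As a test, the share of called genes in the window was compared with 2665 windows of up to the same width elsewhere. These windows were centred on genes, overlap each other widely and are cut short at chromosome ends. The percentages of windows are therefore not p-values, and a few regions may set them. As high a share was found in 2.10% of the windows for WT_ST against KO_ST and in 1.24% for CT against KO_ST. For CT against WT_ST, where both groups are wild-type, it was 86%. The width of 25 Mb was also chosen afterwards: within 5 Mb, 11 of 198 genes were called between WT_ST and KO_ST, 2 of them with an adjusted p under 0.05, and within 10 Mb 13 of 345 (3.77%), also 2 with an adjusted p under 0.05. A donor segment may account for the genes more than 20 Mb away only if it extends that far, and its extent is not known from these data. An effect of the missing Fkbp5 on its neighbours was not tested.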

How the results depend on the processing

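All alternatives were set before the data were examined. TPM is not in the files and was not run. The cause was not tested for any change listed here.

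The number of DEGs between CT and WT_ST, CT and KO_ST, and WT_ST and KO_ST was 355, 512 and 287. It was 164, 248 and 138 with an unmoderated test of each gene, 174, 248 and 118 at a mean FPKM of at least 5, and 29, 50 and 26 at a mean FPKM of at least 30. With a pseudocount of 0.1 it was 544 between CT and WT_ST and 445 between WT_ST and KO_ST. With edgeR and DESeq2 on read counts it was 535 and 557 between CT and WT_ST, of which 33.1% and 34.5% were higher in WT_ST, against 46.8% with limma. Without quantile normalization it was 369, 519 and 295, and the share of DEGs that were higher was 34.1% in WT_ST against CT and 28.5% in KO_ST against CT, where quantile-normalized values gave 46.8% and 43.2%. Without CT replicate 3 these shares were 59.4% and 53.7%, so the balance of directions depends on these settings. Across the fits that each left out one mouse it ranged from 277 to 542 between CT and WT_ST, from 410 to 734 between CT and KO_ST, and from 245 to 477 between WT_ST and KO_ST. The replicate block gave 399, 562 and 279 DEGs.

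Genes with an adjusted p under 0.05 numbered 5, 9 and 22. Between CT and WT_ST there were 0 with the unmoderated test (164 DEGs at an unadjusted p) and 0 with the replicate block (399 DEGs), 3 without the variance trend, 2 without a filter, 3, 2, 1 and 2 at a mean FPKM of at least 0.1, 1, 5 and 30, 3 with all 3 groups in the fit and 75 with DESeq2. Between CT and KO_ST there were 2 with the unmoderated test, 0 at a mean FPKM of at least 30 (50 DEGs), 2 with the replicate block and 113 with DESeq2. Between WT_ST and KO_ST there were 5 with the unmoderated test, 10 without a filter, 3 at a mean FPKM of at least 30, 4 with the replicate block and 77 with DESeq2. Leaving out one mouse gave 2 to 17, 7 to 11 and 11 to 21 genes.

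The share of variance between stressed and control mice was 15.7%. It was 15.9% over genes with a mean FPKM of at least 1 (exact permutation p = 0.0595) and 13.8% over the 500 most variable genes (exact permutation p = 0.298). It stayed past the threshold with 1 minus Spearman correlation as the distance (15.05%, exact permutation p = 0.0238), with a pseudocount of 0.1 (14.67%, exact permutation p = 0.0357) and without quantile normalization (15.93%, exact permutation p = 0.0476). Leaving out one mouse gave 16.91% to 18.55%, past the threshold in 1 of 9 such fits.

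The M55 eigengene of stressed mice against CT, -0.471, was -0.530 without quantile normalization and between -0.605 and -0.427 with one mouse left out. Its exact permutation p, 0.0595, was 0.0238 without quantile normalization and 0.0357 without CT replicate 3. It was 0.0714 over genes with a mean FPKM of at least 1 or with a pseudocount of 0.1, 0.143 without CT replicate 1 and 0.25 without CT replicate 2. Directions of M1 were not stable when one mouse was left out: its differences ranged from -0.398 to 0.152 in CT against WT_ST, from -0.255 to 0.176 in CT against KO_ST, from -0.172 to 0.343 in WT_ST against KO_ST and from -0.327 to 0.0554 in stressed mice against CT. Differences of M2 ranged from -0.265 to 0.0745 in WT_ST against KO_ST and from 0.361 to 0.609 in stressed mice against CT. The latter passed the threshold without KO_ST replicate 2 (0.572, exact permutation p = 0.0357), against p = 0.0833 with all mice. Differences of M3 and the other differences of M55 kept their direction and side of the threshold under every alternative run for them, although comparisons of 3 mice with 3 cannot pass it.

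Of the 39 tests of marker sets, 17 had an adjusted p under 0.05, and 0 when the inter-gene correlation was estimated from the data, with 1 of 39 at an unadjusted p under 0.05. For single genes and single sets, counting each under each alternative separately, 65 values were weaker and 483 kept their direction and side of the threshold. These genes and sets were chosen because they passed the threshold, so none could pass it anew, and settings that change only the test or the filter leave a fold change as it is. Depth limits the M55 hub genes, of which 4 of 10 average under 30 reads.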

Differences from the paper's values

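The paper reports 224 DEGs between CT and WT_ST, against 355 here. Of the alternatives set before the data were examined, the unmoderated test (164), no filter on low expression (318), a mean FPKM of at least 1 (316) or 5 (174), and leaving out CT replicate 2 (277) or WT_ST replicate 2 (310) came within 1.5 times the paper's count, and the others did not.

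Between CT and KO_ST the paper reports 258 DEGs, against 512 here. The unmoderated test (248) and a mean FPKM of at least 5 (248) came within 1.5 times the paper's count, and the other alternatives did not. The paper's methods name an unmoderated test.

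Between WT_ST and KO_ST the paper reports 135 DEGs, against 287 here. The unmoderated test (138) and a mean FPKM of at least 5 (118) came within 1.5 times the paper's count, and the other alternatives did not.

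Of the paper's listed genes, 144 of 224, 209 of 258 and 88 of 135 met the criterion here. An unmoderated p under 0.05 applied to 127, 161 and 82 of them.

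The paper ranks the comparisons with CT above WT_ST against KO_ST by number of DEGs. By the same criterion the order was the paper's here, with 355 and 512 DEGs against 287. For CT against WT_ST it was reversed without CT replicate 2 (277 against 287) and without WT_ST replicate 1 (338 against 342). It was also reversed without KO_ST replicate 3 (355 against 477). The other fits that left out one mouse kept it, and CT against KO_ST stayed above WT_ST against KO_ST in all of them. At an adjusted p under 0.05 the order was the opposite with limma, with 5 and 9 genes against 22. It was also the opposite with edgeR (6 and 8 against 23) and with the unmoderated test (0 and 2 against 5). DESeq2 gave 75 and 113 against 77. Of the genes from limma, 0 of 5, 6 of 9 and 9 of 22 lay within 25 Mb of Fkbp5, itself also among the 22. Two-level genes, some of them in that window, made up 2, 2 and 5. The opposite order therefore cannot be read as a larger effect of genotype than of stress. The paper names Polm and Ube2d-ps among the 10 genes with the highest connectivity in M55, and they ranked 12 and 13 here. Without quantile normalization, or with a pseudocount of 0.1, 9 of the 10 hub genes were among the 10 highest.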

Other observations

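The tests on M4, M55, two-level genes and the microglia set were chosen only after the results were seen. The tests on other splits of the mice and on sets of 3 mice were set before.

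Other splits of the 6 mice in each comparison were tested for as many genes. Replicate numbers are shared between groups, so the real split was compared with the 4 splits, itself included, that part all 3 same-numbered pairs, and the remaining 6 of 10 splits part only 1 pair. As many DEGs as in the real split were found in 2 of 4 splits for CT against WT_ST, 1 of 4 for CT against KO_ST and 2 of 4 for WT_ST against KO_ST. For genes with an adjusted p under 0.05 the numbers were 1, 2 and 1 of 4 splits, and for marker sets, adjusted within each comparison, 2, 1 and 4 of 4 splits. Over all 10 splits, as many DEGs were found in 2, 1 and 3. The other splits gave 114 to 411, 105 to 363 and 102 to 498 DEGs. With 4 or 10 splits, no share under 0.05 can be reached.

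Genes that set the WT_ST mice apart from both other groups, the pattern described for M55, were counted over all 14370 tested genes. The 3 WT_ST mice were the lowest 3 of the 9 for 148 genes and the highest 3 for 207, where equal chances would give 171. Of the 84 sets of 3 mice, 41 were lowest for as many genes and 25 were highest for as many. The CT mice were lowest for 395 genes, as many as in 2 of the 84 sets, and highest for 396, which no other set reached. These counts show no excess of genes lowest or highest in WT_ST.

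The M55 eigengene rose with the library total over 9 mice (Pearson r = 0.522, permutation p = 0.151; Spearman rho = 0.617, permutation p = 0.0857). Without the 2 libraries farthest from the median, r was 0.643 (permutation p = 0.115). Within the 6 stressed mice r was 0.154 (permutation p = 0.760), and adjustment over these 4 tests gave no p below 0.201. Library size is thus not shown to explain the eigengene. Counting noise in weakly expressed genes was also weighed: the eigengenes of the 49 M55 genes with a mean FPKM of at least 1 and of the 32 under 1 correlated at 0.981 over the 9 mice (permutation p = 3.86e-05; Spearman rho = 0.950, permutation p = 0.000353). Without the 2 farthest mice r was 0.961 (permutation p = 0.00159). The authors grouped these genes by their correlation over the same mice, so this correlation cannot exclude counting noise in weakly expressed genes. From the 49 genes alone, the eigengene lay between -0.443 and -0.295 in WT_ST and between -0.119 and 0.643 in the other mice. Their difference of stressed mice from CT was -0.462, against -0.471 for all 81 genes. These values argue against noise in weakly expressed genes as the source of the pattern in the 49 genes. For the 32 others it stays open.

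M4 was examined for detection in a single mouse. All 30 of its genes in the part of Table S7 used here had reads in 1 mouse only. This count restates the observation that prompted it and covers part of the list, so it cannot decide the source of the module. No biological explanation was tested.

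Two-level genes were sought, in which a gap parts the mice into a low and a high set and exceeds 2 times the spread within either set on the log2 scale, and 89 were found. A group effect was tested: in 2 of them, Tmem181b-ps and Gm14305, the levels followed one group, where 0.429 would be expected by chance. The levels of 37 set a single mouse low. Of the genes with an adjusted p under 0.05, 2, 2 and 5 were two-level genes in CT against WT_ST, CT against KO_ST and WT_ST against KO_ST. For Rps27 and Rps27rt, reads shared between near-identical genes are a candidate explanation, since the share of reads on both together varied only 1.42-fold between mice. The sums varied 1.25-fold for Atp6v0c and Atp6v0c-ps2 and 1.28-fold for Eno1 and Eno1b. These pairs were chosen for their pattern, so the test cannot separate shared reads from real changes.

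On chromosome 2, between 176226565 and 176927813, 5 of 7 tested genes were lower in every WT_ST mouse than in every other mouse: Gm14434, Gm14295, Gm14305, 2210418O10Rik and Gm14296. The genes were chosen after their values were seen, and no explanation was tested.

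Marker sets were written before the data were examined, the cholesterol and microglia sets after reading the paper's gene tables. Those tables come from the same 9 mice, so the p-values of these 2 sets are not independent of the results that prompted them and can be too small. In limma's camera the microglia set was lower in WT_ST than in CT (mean log2 fold change -0.32, 20 of 20 genes lower, adjusted p = 4.84e-14) and in KO_ST than in CT (-0.61, 19 of 20, adjusted p = 1.77e-11). Cholesterol synthesis genes were higher in WT_ST (0.25, 20 of 20, adjusted p = 8.13e-15) and KO_ST (0.27, 20 of 20, adjusted p = 1.08e-14). The striatum set, which bears on dissection, was also higher in WT_ST (0.29, 11 of 12, adjusted p = 2.73e-05) and KO_ST (0.14, 10 of 12, adjusted p = 0.021) than in CT. The 17 of 39 tests with an adjusted p under 0.05 also include astrocyte, oligodendrocyte, oligodendrocyte precursor, neuron and glucocorticoid response sets. With the inter-gene correlation estimated from the data, 0 of the 39 tests passed (1 at an unadjusted p under 0.05), so these p-values depend on that setting. Set scores of stressed mice against CT, over 84 splits, gave an exact permutation p of 0.0119 for both cholesterol synthesis and inhibitory neurons (adjusted over 13 sets 0.0774), 0.0595 for microglia (adjusted 0.193) and 0.0952 for striatum (adjusted 0.206). In the 6 stressed mice together, 20 of the 20 microglia genes had a lower mean than in CT. Such a count cannot show whether a few genes of the set carry the decrease. These tests do not separate fewer microglia from other dissection or lower expression.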
